A study of Mus musculus with 16 samples.

How the data were processed

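RNA was sequenced from mouse (C57BL/6) spleen in 16 samples. Per the labels, which give the same protocol for all 16 samples, the spleens were minced, digested with enzymes, cleared of red blood cells by lysis and passed through a cell strainer, and the cells kept on the strainer were lysed as the size-selected sample. The other group is whole spleen, whose preparation the labels do not describe separately. Each group has 8 samples, from the same 8 numbers, with 4 male and 4 female numbers. The pairing of samples comes from this number, which the labels give to 1 sample of each group.

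The aligner, the counting program, the genome build and the annotation are not stated in the labels or in the file headers. The deposited table holds estimated counts per gene, with at most 2 decimals in the whole spleen columns, and their totals differ between samples. In the size-selected columns, the deposited estimated counts of 3898 genes carry more decimals, and each is a 2-decimal value multiplied by 1 to 3 constants. This was found from the values, and no label or file header mentions it. A second table gives the authors' own comparison. Per the file headers it holds a mean signal per gene (the base mean of a DESeq2 table), a log2 fold change with its standard error, a test score (the fold change over its standard error), and p-values with adjusted p-values. The deposited TPM and FPKM values in that table are the authors' means per group, per the file headers, with no value per sample. The FPKM values were not analysed here. Each gene in the authors' deposited table had a log2 fold change of at least 3.5 and an adjusted p of at most 0.00995, and was higher in the size-selected group.

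Of the 54838 gene identifiers in the count table, 54809 were in GENCODE release M21 on GRCm38, and 54256 had the same symbol there. Coordinates are 1-based and come from that release. All 16 columns of per-sample values were used.

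Counts as deposited were rounded to whole numbers for edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr (minimum count 10), scaled with TMM, and tested with the quasi-likelihood F test after estimating dispersions. Calls have a Benjamini-Hochberg adjusted p under 0.05. The fraction comparison used all 16 samples with the group as the only term. The sex comparisons used the 8 samples of 1 fraction. The interaction of sex and fraction used all 16 samples. Standard errors of edgeR log2 fold changes are the fold change over the square root of its F statistic. CPM values use TMM-scaled totals. A list score is the mean over the genes of a list of log2 CPM (prior count 2). It was compared with an exact two-sided permutation test over all 12870 splits of the 16 samples, adjusted over the lists scored, which needed at least 3 genes past the filter. With the number as a block, the 8 paired differences were tested by exact sign flips (256 patterns). 

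The constants were searched from the values alone. For each column, the ratios of small values to whole numbers were counted, the most frequent ratio of at least 0.5 was refined to 9 decimals, and the search was repeated on values left unexplained. Dividing by the constants gave restored counts. On simulated columns the search found all 3 constants in 8 of 8 columns and gave the right constants to 100% of 24224 genes.

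The fits were tested on simulated counts with 200 genes changed by 2 on the log2 scale, of which 187 to 199 passed the filter. Each fit had a single set of counts of its own, drawn with dispersions estimated by edgeR and no effect of the number. Far fewer genes were changed than were called in the data. The values therefore do not rank the tools or the block, and do not test the scaling for so broad a change. The fraction fit recovered 95.9% of the changed genes among 14353 genes tested. The fit with the block recovered 93.3% among 14334 genes. DESeq2 recovered 97.4% among 14375 genes and limma-voom 96.3% among 14361 genes. The interaction fit recovered 55.3% among 15435 genes. The sex fits recovered 85.1% among 13117 genes in whole spleen and 82.4% among 14873 genes in the size-selected samples. Unchanged genes called were 1 of 188 calls for the fraction fit, 8 of 188 with the block, 26 of 215 with DESeq2 and 9 of 192 with limma-voom. They were 4 of 114 for the interaction, 9 of 174 for sex in whole spleen and 8 of 162 for sex in the size-selected samples.

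The gene lists and the rule for naming genes were fixed before the data were examined. The rule takes the genes of the glia list and of a list that checks sex. It adds the 8 genes with the largest rise and the 4 with the largest fall between fractions, among called genes with a mean log2 CPM of at least 3 and the same direction in all 8 pairs. It also adds the 5 genes with the smallest p in the interaction and in each sex comparison. Genes outside it were chosen after their values were seen.

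The alternatives chosen in advance were RLE scaling, library totals, other count filters, DESeq2 1.42.0, limma-voom (limma 3.58.1), the number as a replicate block, sex as a covariate, a fold change minimum, a single sex, other score settings, and leaving out each number. Restored counts, and offsets for GC content and transcript length (loess, span 0.5, GENCODE M21 transcripts), were chosen after seeing the data. Python 3.11.15 was used for the scores, with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for the plots.

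Totals of estimated counts ranged from 12153770 to 19944440 per sample. The smallest level the depth can show, taken as 3 counts of the total, was 0.15 to 0.247 CPM. These floors cover counting error only, since reads without molecular identifiers are not independent molecules. Samples of a group were compared pairwise by a chi-square statistic per degree of freedom over genes with at least 10 counts. It was at least 13.3 for the 28 size-selected pairs and at least 9.86 for the 28 whole spleen pairs, so no pair agreed within sampling noise and each sample counted once.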

Results

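RNA abundance was measured by sequencing in 8 size-selected and 8 whole spleen samples from mice. The size-selected samples are the cells that stayed on a cell strainer after enzymatic digestion of the spleen and lysis of red blood cells, and the labels name their source as spleen glia, the non-neuronal cells that accompany nerve fibres. Totals averaged 15504095 ± 2371259 estimated counts (SD, n = 8) in the size-selected group, from 13119992 to 19944440. In whole spleen they averaged 14635088 ± 1316049 (SD, n = 8), from 12153770 to 16282454, and the difference was within the spread of samples (exact two-sided permutation p = 0.395). Genes with a value above 0 numbered 20810 ± 548 (SD, n = 8) in the size-selected samples and 18540 ± 137 (SD, n = 8) in whole spleen, with no overlap between the groups (exact permutation p = 0.000155, the smallest that 8 against 8 can give). The 10 most abundant genes took 7.47 ± 0.507% of counts (SD, n = 8) in the size-selected group and 10.8 ± 0.8% (SD, n = 8) in whole spleen.

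The sex given in the labels was checked first. *Xist*, the transcript of the inactive X chromosome, had 0 counts in all 8 samples from males and from 723 to 2010 counts in the 8 samples from females. *Ddx3y*, on chromosome Y, had 0 counts in all 8 samples from females and from 921 to 1854 in the 8 samples from males. The first principal component of log2 CPM over 14510 genes held 80.6% of the variance and separated the fractions. The second held 3.4%.

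**Figure D1:**
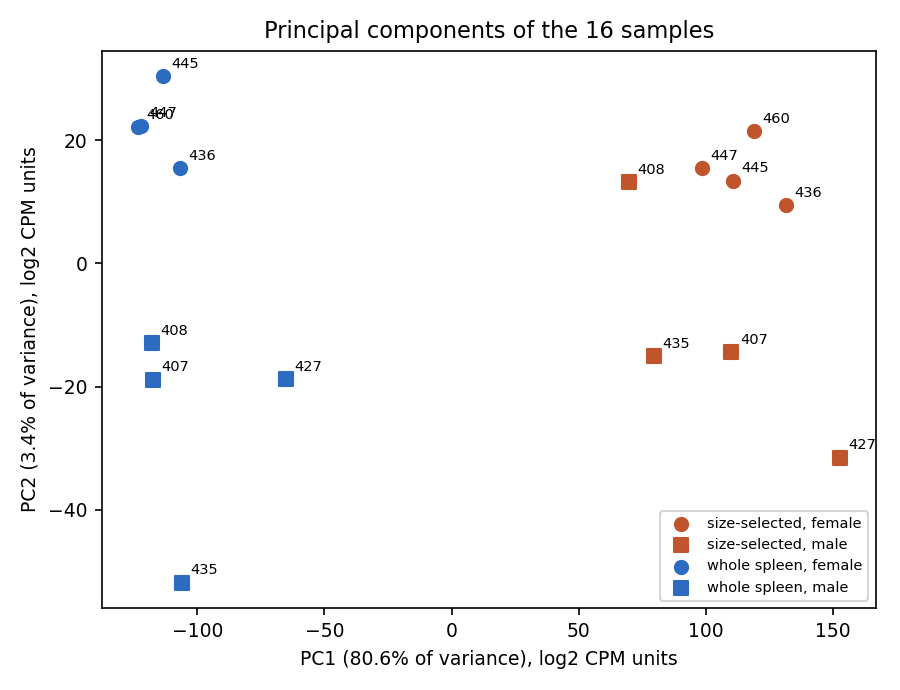
First and second principal components of log2 CPM for the 16 samples (horizontal axis 80.6% and vertical axis 3.4% of variance), coloured by fraction, with squares for males and circles for females. The size-selected samples lie between 69.7 and 153.1 on the first component and the whole spleen samples between -123.6 and -65.0, with number 427 the whole spleen sample nearest to the other fraction.

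The size-selected columns held a feature that the whole spleen columns did not. In all 8 size-selected columns, and in none of the 8 whole spleen columns, the values of 3898 genes were 2-decimal estimated counts multiplied by constants. Each column had 3 constants, and each constant applied to its own set of genes, which was the same set in all 8 columns. The low constant ranged from 0.659 to 0.789 over the samples and applied to 456 genes. The middle constant ranged from 0.770 to 0.858 and applied to 1874 genes, which were all of the genes above 0 in the first 2000 rows of the table and none after them. The high constant ranged from 0.889 to 0.964 and applied to 1999 genes. A gene in more than 1 set carried the product, as 422 genes did. The multiplied genes held 52.9 ± 1.16% of the size-selected counts (SD, n = 8). The comparisons below use the values as deposited, and values on restored counts are given for some genes and lists.

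**Figure D2:**
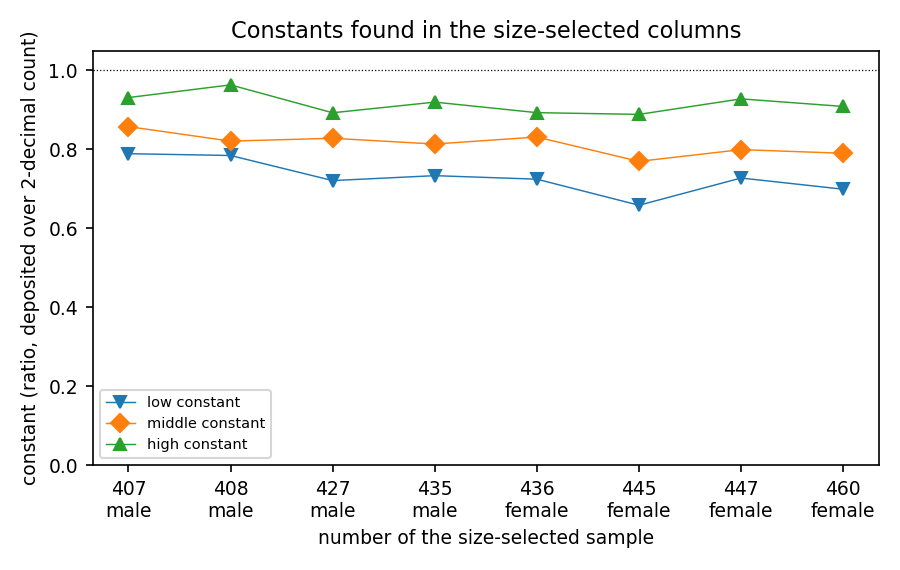
The 3 constants found in each size-selected column, as the ratio of the deposited value to a 2-decimal count, by sample number and sex. The low constant lies between 0.659 and 0.789, the middle constant between 0.770 and 0.858 and the high constant between 0.889 and 0.964, all under the dotted line at 1 that stands for unmultiplied values.

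The main comparison asked which genes differ in abundance between the size-selected fraction and whole spleen. Of 14510 genes tested with edgeR, 9855 were called, 5446 of them higher and 4409 lower in the size-selected samples. With the shared number as a replicate block, 10076 genes were called, 5531 higher and 4545 lower, and 9651 of the calls without the block were kept. The numbers pair the samples: deviations from the group mean correlated at a mean r of 0.21 (across genes, which are not independent replicates; from 0.12 to 0.38) for same-numbered samples and -0.03 for samples of different numbers. The same-numbered mean was the highest that any of the 40320 pairings gave (exact one-sided permutation p = 2.48e-05, the smallest possible). A fold change limit moved the count most, since 4844 genes also had an absolute log2 fold change of at least 1. On restored counts 9901 genes were called, and 9364 of the calls on deposited values were kept. Of all 14510 genes tested, called or not, 7772 (53.6%) moved the same way in all 8 pairs, where chance gives 0.78%.

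Among called genes with a mean log2 CPM of at least 3 and the same direction in all pairs, the 8 largest rises included genes of extracellular matrix, complement and smooth muscle. Genes of lower mean abundance, with larger rises among them, were outside this rule. *Smoc2* (ENSMUSG00000023886, chromosome 17, 14279506 to 14404790, GENCODE M21 on GRCm38) reached 605 ± 343 CPM in the size-selected samples and 3.14 ± 4.2 CPM in whole spleen (SD, n = 8 each), a log2 fold change of 7.61 (SE 0.62, edgeR adjusted p 4.88e-09). *Pdgfrb* (ENSMUSG00000024620, chromosome 18, 61045150 to 61085061) rose from 0.691 ± 0.714 to 128 ± 48.4 CPM (SD, n = 8), a log2 fold change of 7.59 (SE 0.46, edgeR adjusted p 2.28e-10). *Cxcl12* (ENSMUSG00000061353, chromosome 6, 117168535 to 117181367) rose from 6.17 ± 5.17 to 805 ± 340 CPM (SD, n = 8), a log2 fold change of 7.04 (SE 0.44). The log2 fold changes of *Col3a1*, *C4b*, *Col1a2*, *C1s1* and *Myh11* were 7.58, 7.51, 7.24, 7.24 and 7.05. *Pdgfrb*, *Col3a1*, *Col1a2* and *Myh11* carry the high constant, and their log2 fold changes on restored counts were 7.68, 7.66, 7.33 and 7.13. With the replicate block the log2 fold changes of the 8 genes ranged from 7.16 for *Cxcl12* to 8.02 for *C4b*, each with an adjusted p under 0.05. *C4b* and *C1s1* have close paralogs, so their separate levels are uncertain.

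The largest falls were smaller than the largest rises. *Pax5* (ENSMUSG00000014030, chromosome 4, 44524757 to 44710487), a B cell transcription factor gene, fell from 45.8 ± 17.7 to 8.18 ± 3.77 CPM (SD, n = 8), a log2 fold change of -2.48 (SE 0.29, edgeR adjusted p 4.61e-07). *Pax5* carries the middle constant, and the change was -2.24 on restored counts. *Gm42418* changed by -2.46 (SE 0.23) and overlaps an annotated ribosomal RNA gene on the opposite strand, so its level is uncertain. *Gm42418* carries the high constant, and its change was -2.38 on restored counts. *Hba-a1* and *Hbb-bs*, which have near-identical copies and are uncertain for that reason, changed by -2.23 (SE 0.74, edgeR adjusted p 0.0121) and -2.18 (SE 0.74, adjusted p 0.0143). Both globin genes carry the low and the high constant. On restored counts *Hba-a1* changed by -1.69 (adjusted p 0.0473) and *Hbb-bs* by -1.64 (adjusted p 0.0554), so the second call was lost. With the replicate block the deposited values gave *Hba-a1* -2.16 (adjusted p 7.08e-07) and *Hbb-bs* -2.25 (adjusted p 7.69e-08).

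The glia list, written from known markers, addressed the purpose stated for the series, to find genes enriched in spleen glia. Of its 14 genes, 12 passed the count filter, and all 12 were called higher in the size-selected samples, whether adjusted over all genes or over the list alone. With the replicate block 11 were called, and *Gfap* was not (log2 fold change 1.93, adjusted p 0.0933). Without the block *Gfap* had a log2 fold change of 2.21 (SE 0.79, edgeR adjusted p 0.0198) and was higher in 5 of 8 pairs, at 2.4 ± 3.06 against 0.519 ± 0.597 CPM (SD, n = 8). *Fabp7* (ENSMUSG00000019874, chromosome 10, 57784881 to 57788450) measured 18.8 ± 8.17 CPM in the size-selected samples and 0.0796 ± 0.155 CPM in whole spleen (SD, n = 8), a log2 fold change of 7.87 (SE 0.55, adjusted p 8.42e-10). *Fabp7* had at most 5 counts in a whole spleen sample. Its whole spleen mean lay under the smallest level the depth can show, so the size of its fold change is uncertain. *Scn7a* (ENSMUSG00000034810, chromosome 2, 66673425 to 66784914) measured 59.3 ± 56.5 CPM in the size-selected samples and 0.227 ± 0.377 CPM in whole spleen (SD, n = 8), a log2 fold change of 8 (SE 0.69, adjusted p 1.04e-08). *Kcna1* had at most 3 counts in each whole spleen sample, and its mean in the size-selected samples was at least 80-fold higher. That mean leans on size-selected sample 436, at 77.7 CPM against 3.19 to 23.3 CPM in the others. The edgeR log2 fold change of *Kcna1* was 8.26. When each number was left out in turn, it ranged from 7.25 (without number 436) to 8.96 (without number 435).

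For *Cdh19*, *S100b*, *Gfra3* and *Ncam1* the edgeR log2 fold changes were 7.87 (SE 0.8), 6.45 (SE 0.67), 6.27 (SE 1.03) and 4.85 (SE 0.57), each higher in 8 of 8 pairs. When each number was left out in turn, *Gfra3* ranged from 5.25 (without number 436) to 9.78 (without number 427). *S100b* ranged from 5.97 (without number 436) to 8.14 (without number 435). *Cdh19* and *S100b* had at most 4 and 7 counts in a whole spleen sample. Their whole spleen means of 0.0836 and 0.0817 CPM lay under the smallest level the depth can show, so the size of their fold changes is uncertain. The changes were smaller for *L1cam* (1.58, SE 0.37, 7 of 8 pairs), *Erbb3* (1.54, SE 0.42, 7 of 8 pairs) and *Ngfr* (1.28, SE 0.3, 8 of 8 pairs). *Erbb3* and *Ngfr* carry the middle constant, and on restored counts changed by 1.77 and 1.52. *Ncam1* carries the high constant, and on restored counts changed by 4.93. *Sox10* (ENSMUSG00000033006, chromosome 15, 79154908 to 79165240) had from 8 to 121 counts in the size-selected samples and at most 5 in whole spleen, and *Foxd3* from 8 to 69 and at most 5. Both fell short of the filter. In the fit without a filter *Sox10* had a log2 fold change of 5.39 (SE 0.74) and *Foxd3* of 5.01 (SE 0.77), both with an adjusted p under 0.05.

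**Figure D3:**
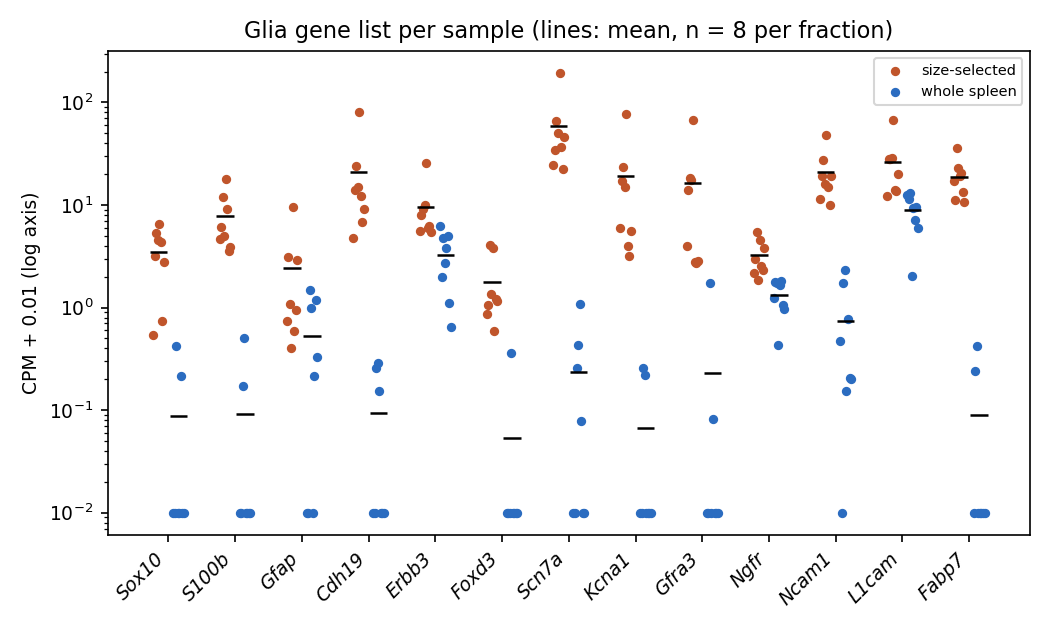
Abundance of 13 of the 14 genes of the glia list in each sample, as CPM + 0.01 on a log axis, with size-selected samples in orange, whole spleen samples in blue and a line at the mean of each group (n = 8). Each gene shown has a higher mean in the size-selected samples, with the groups overlapping for *Gfap*, *Erbb3* and *L1cam*, and many whole spleen samples have no counts.

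The list scores compared groups of genes known from cell types. Of 15 lists scored, 11 were higher and 3 lower in the size-selected samples by the exact permutation test at an adjusted p under 0.05. The glia score rose by 4.46 ± 0.83 (SD of 8 pairs, log2), from -0.94 ± 0.56 to 3.52 ± 0.88 (SD, n = 8), with an exact permutation p = 0.000155 and an adjusted p of 0.000212. The scores of other cell types that occur in connective tissue and vessels also rose in 8 of 8 pairs. The fibroblast list rose by 6.57 ± 0.75, the smooth muscle list by 6.4 ± 0.97, the mesothelial list by 5.15 ± 0.98 and the endothelial list by 3.98 ± 0.51 (SD of 8 pairs). The sympathetic neuron list (4 of its 10 genes passed the filter) rose by 2.77 ± 0.28, the astrocyte list by 2.73 ± 0.29 and the myelinating Schwann cell list by 1.71 ± 0.49. Of their genes scored, edgeR called 3 of 4, 5 of 6 and 5 of 7 higher. *Aldoc* of the astrocyte list was called lower (-0.73), and *Mbp* (0.39) and *Ncmap* (-0.79) of the Schwann cell list were not called. These means therefore do not describe each gene of the lists. A list of genes induced by tissue dissociation rose by 2.33 ± 0.31, with 8 of 10 genes called higher and *Ier2* called lower (-0.39). Megakaryocyte and macrophage lists rose by 1.65 ± 0.93 and 1 ± 0.35. The T cell list changed by -1.42 ± 0.62, the B cell list by -1.3 ± 0.52 and the neutrophil list by -1.74 ± 0.54, each lower in 8 of 8 pairs. The erythroid list changed by -1.67 ± 0.45 and did not differ without the block (exact permutation p = 0.0987) but was lower in all 8 pairs. With the number as a block, each of the 15 lists had an exact sign-flip p = 0.00781, the smallest that 8 pairs can give, so 11 were higher and 4 lower. On restored counts the direction of each list was the same, and the largest differences from the deposited values were in the endothelial (4.26), erythroid (-1.45) and dissociation (2.5) lists. The same-numbered samples correlated at a mean r of 0.21, as above.

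**Figure D4:**
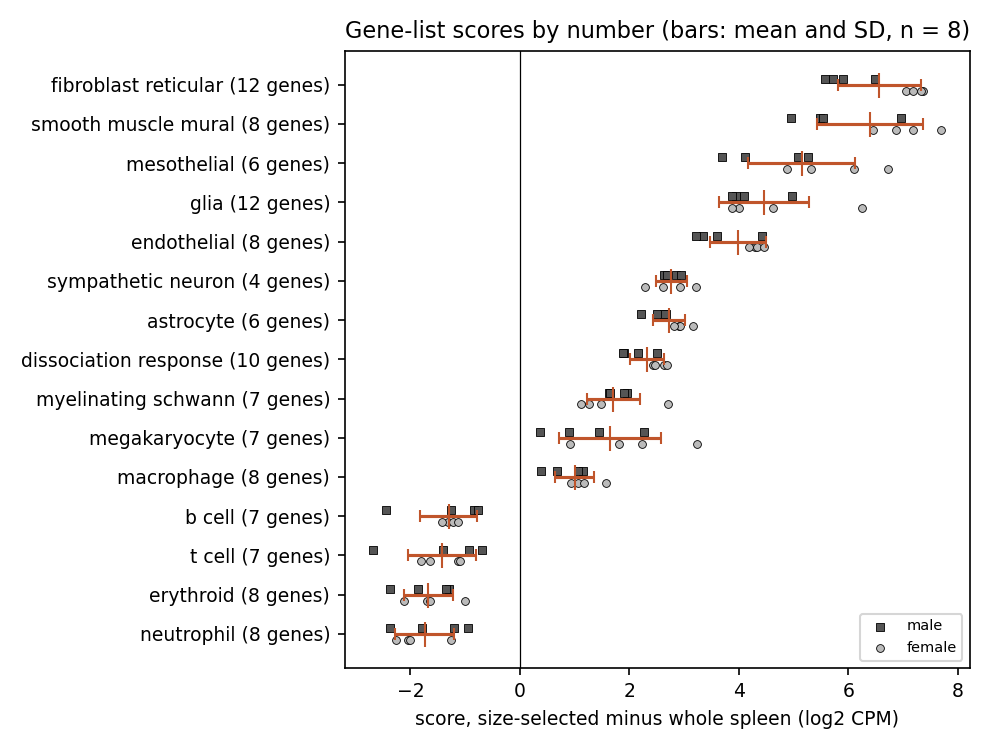
Change in list score for each of 15 gene lists, size-selected minus whole spleen in log2 CPM, with a point for each number (dark squares for males, light circles for females) and a bar for the mean and SD of the 8 numbers. The means run from -1.74 for the neutrophil list to 6.57 for the fibroblast list, with the glia list at 4.46.

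The authors' deposited table lists 2201 genes, all higher in the size-selected group. Of these, 1385 passed the count filter here, and all 1385 were called higher by edgeR, out of 5446 genes called higher. For those genes the log2 fold changes here and in the authors' deposited table correlated at r = 0.96 across genes, which are not independent replicates. Both results compare fits of the same samples, and the authors' limits were stricter than those here. The full overlap was therefore largely fixed in advance, and neither result is independent support. A DESeq2 fit of all genes above 0 on the deposited counts put 2305 genes past a log2 fold change of 3.5 and an adjusted p of 0.01, and 2129 of them were in the authors' deposited table. On restored counts the same limits gave 2316 genes, with 45 gained and 34 lost. In the authors' deposited table, 544 genes (24.7%) carry a constant in the count table.

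Between the sexes, 26 genes were called in whole spleen by edgeR (4 female and 4 male samples), 13 higher and 13 lower in females. In the size-selected samples 6 were called, and all 6 were among the 26. These were *Xist* and *Tsix*, higher in females, and *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* on chromosome Y, lower in females. In whole spleen *Xist* measured 106 ± 28.4 CPM in females (SD, n = 4) against 0 counts in males, at least 418-fold higher, and *Tsix* 25.5 ± 2.57 CPM (SD, n = 4), at least 100-fold higher. *Xist* and *Tsix* overlap on opposite strands, and the counting is not stated to use strand, so their separate levels are uncertain. *Ddx3y*, *Eif2s3y* and *Kdm5d* measured 77.3 ± 10.2, 35.7 ± 5.59 and 11.1 ± 1.39 CPM in male whole spleen (SD, n = 4), against 0 counts in females. In the size-selected samples *Xist* measured 59.5 ± 13.4 CPM in females and *Ddx3y* 104 ± 10.7 CPM in males (SD, n = 4). Of the 26 genes in whole spleen, 20 were on neither sex chromosome, 11 higher and 9 lower in females. The alternative that moved the count in whole spleen most was DESeq2, with 521 genes called, while limma-voom called 27.

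Whether the fraction effect differed between the sexes was tested as an interaction. No gene of 15760 reached an adjusted p under 0.05 with edgeR, and 744 had an unadjusted p under 0.05. With the replicate block 935 did, and with DESeq2 867. With the replicate block, where same-numbered samples correlate at a mean r of 0.21, 3 genes were called by edgeR, chosen for naming after their values were seen: *Bgn* (interaction log2 fold change 1.74), *Stab1* (2.11) and *Hspa1b* (1.31), each with an adjusted p of 0.0391. The 5 genes with the smallest p were *Spsb4*, *Amotl2*, *Kcnh3*, *Magi1* and *Mindy4*, with interaction log2 fold changes of 6.26 (SE 1.26), 2.13 (SE 0.44), 3.78 (SE 0.84), 3.5 (SE 0.79) and 4.73 (SE 1.09), none past the threshold with edgeR, while DESeq2 called *Amotl2*, *Kcnh3* and *Magi1*. *Spsb4* had at most 20 counts in a sample. In female whole spleen samples *Kcnh3* had at most 6 counts, *Magi1* at most 4 and *Mindy4* at most 1. Their size-selected levels in females and males were 9.41 and 8.77, 10.3 and 8.88, and 3.97 and 4.32 CPM. The interaction estimates of these 3 genes therefore rest on whole spleen counts near 0, and their size is uncertain. For *Amotl2*, whole spleen measured 0.688 ± 0.446 CPM in females and 2.28 ± 0.667 CPM in males (SD, n = 4), and the size-selected samples 71 ± 8.32 and 54.1 ± 15.3 CPM. For list scores, the smallest exact p that 4 against 4 can give is 0.0286, so over 15 lists a single list could not reach an adjusted p under 0.05. The fibroblast list rose by 7.23 in females, from 7.05 to 7.36, and by 5.92 in males, from 5.57 to 6.48 (exact permutation p = 0.0286, adjusted p 0.214). The astrocyte list, which rose by 2.95 in females and 2.51 in males, had the same p.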

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

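Each result was screened for a sample lying apart from the other 7 of its group. Among 105 groups of 8 values, 11 had such a sample, where chance gives 5.2. Of the tests in this part, all but the test of mixing with the size-selected sample of the same number were chosen only after the result was seen.

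Whole spleen sample 427 accounts for 7 of the 11. Its first principal component was -65.03, against -123.6 to -106.1 in the other 7. It was the highest whole spleen sample for the astrocyte score (2.42, others 1.21 to 1.73) and the fibroblast score (2.46, others -0.31 to 0.96). The same held for the log2 CPM of *Gfra3* (0.88, others at most -2.29), *C4b* (4.34, others at most 1.98), *Col1a2* (3.61, others at most 1.69) and *Cxcl12* (4.23, others at most 2.67). All of these rise in the size-selected fraction, so a candidate explanation is more RNA of that kind in this sample. In a fit without number 427, 1456 genes were called with a log2 fold change of at least 3.5, and their median deviation from the other whole spleen samples was 1.19 (log2) in sample 427. Each of the other 7 samples was measured the same way over the genes from the fit without its own number, 1404 to 1536 genes, and had medians from -0.37 to 0.16. The gap of sample 427 to the nearest of them was 0.659 of the whole range, past the limit of the screen. Since the sample was noticed on genes and lists of the same kind, this restates the observation and could hardly have come out otherwise. Lower depth could also set a sample apart. The total of sample 427 was the lowest of its group, but its gap was 0.442 of the range, within the limit. Mixing with a female sample was tested with *Xist*, which had 0 counts in sample 427. Mixing with RNA of the size-selected sample of the same number would add the same share of each gene's level. The excess was a median of 1.23% of the size-selected level for fibroblast genes, 1.28% for smooth muscle, 1.91% for mesothelial, 2.57% for glia and 3.43% for endothelial genes, a 2.8-fold range against a limit of 2-fold set before the shares were computed. In other whole spleen samples the same shares scattered as widely, from -3.29% to 1.64% in number 435 and from -2.79% to 0.98% in number 460, which was seen only afterwards. The limit therefore cannot exclude such mixing, and the pattern cannot be told apart from it. Size-selected sample 427 was also the highest of its group for the fibroblast (8.18), smooth muscle (7.98) and endothelial (7.69) scores. It was not for glia (4.13, highest 5.32) or mesothelial genes (2.97, highest 4.56), and none of these scores lay apart by the screen. Deviations in the 2 samples of number 427 correlated at r = 0.38, the highest of the 8 numbers. A spleen with more connective tissue and a different dissection were not tested.

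Size-selected sample 436 had the highest log2 CPM of *Erbb3*, 4.69 against 2.49 to 3.34 in the other 7. If this came with more glial RNA, the other glia genes would be high there too. Their mean log2 CPM was 5.37 in sample 436, the highest of the 8, with the next at 4.21. Of these 11 genes, all but *Fabp7* and *Ngfr* were highest in sample 436. *Fabp7* measured 19 CPM there against 35.9 CPM in size-selected sample 427, and *Ngfr* 4.52 against 5.51 CPM. The pattern is consistent with more glial RNA in that sample. Whether this came from the spleen or from the strainer step was not tested.

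Whole spleen sample 435 lay apart at 3 genes. *Foxd3* was -1.05 log2 CPM there from 5 counts, and had 0 counts in the other 7, a difference of a few reads. *Ngfr* was lowest, at -0.85 against 0.13 to 0.94, from 6 counts. *L1cam* was lowest, at 1.11 against 2.61 to 3.72, from 29 counts. Low depth was tested as a reason for the last 2. The total of this sample was 15649857 counts, not the lowest of its group, so depth does not account for them. No biological explanation was tested.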

How the results depend on the processing

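Across the alternatives that kept all 16 samples and set no fold change limit, the number of genes called between fractions stayed within 1.5 times the 9855 reported. The lowest count among scalings and tools came with library totals only (9483 genes, 63.7% higher, against 55.3% with TMM), a scaling that moved the median log2 fold change of all genes from 0.048 to 0.175. DESeq2 called 10071 genes, limma-voom 9954 and the fit with sex as a covariate 9993. Without a low-count filter 12293 of 28235 genes were called. Requiring an absolute log2 fold change of at least 1 left 4844 genes, 3598 higher and 1246 lower. In males alone 6774 genes were called, 2799 of them lower, against 4409 lower with both sexes. In females alone 9443 were called, 4102 of them lower. Each of these fits has 4 numbers, so fewer samples alone do not account for the lower count in males. The cause was not tested. Leaving out each number gave from 9249 to 9823 genes, with 5194 to 5480 higher and 3958 to 4409 lower.

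Restored counts and offsets for GC content and length were chosen after seeing the data. Restored counts gave 9901 genes (5479 higher, 4422 lower), and 10113 with the replicate block. Offsets for GC content and transcript length gave 9682 genes, of which 5958 (61.5%) were higher, and 9865 with the replicate block.

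The comparisons that gave few calls depended more on the setting. The interaction had 0 calls (744 genes at an unadjusted p under 0.05), 3 with DESeq2 and 3 with the replicate block, which were different genes, and from 0 to 1 across the 8 fits that each left out a number. The 1 call was *Kcnh3* without number 445, with an interaction log2 fold change of 7.43 (edgeR adjusted p 0.0301). In the other fits that left out a number it ranged from 3.39 to 3.96. Number 445 was the only female whole spleen sample with counts of *Kcnh3*, at 6 counts, against 0 in numbers 436, 447 and 460. Without it that group had no counts, so the larger fold change and the call rest on 0 counts. Without number 427, 1810 of 16018 genes had an unadjusted p under 0.05 in the interaction. Sex genes in whole spleen numbered 26, and became 273 without a low-count filter, 521 with DESeq2, 27 with limma-voom and 7 when all 16 samples were fitted together. Leaving out each number gave from 7 to 261, the highest without number 427. Of the 26 genes, 7 were called in all 8 of those fits (*Ddx3y*, *Eif2s3y*, *Kdm5d*, *Uty*, *Xist*, *Tsix* and *Igkv15-103*), and no gene changed sign. In the size-selected samples DESeq2 called 22 genes against 6, and leaving out each number gave 5 or 6, with *Kdm5d* lost once. On simulated counts DESeq2 called more unchanged genes than edgeR in the fraction comparison (26 of 215 calls against 1 of 188). These were separate single draws with dispersions estimated by edgeR, so they do not rank the tools. DESeq2 was not simulated for the sex comparisons. Apart from *Kcnh3*, the cause of these changes was not tested.

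Of 210 list scores under alternatives, 209 kept their direction and their side of the threshold. The exception was the erythroid list, which passed only with the replicate block (change -1.67). For 44 named gene results, 524 of 537 values under alternatives kept direction and side. Among the rest, 4 were weaker, 6 stronger and 3 reversed. Of the 4 weaker values, 3 were of *Gfap* (1.93 with the replicate block, 1.22 without number 436 and 2.09 without number 460) and 1 of *Hbb-bs* on restored counts (-1.64). *Sox10* and *Foxd3* fell short of the filter and have no values under these alternatives. The reversed values were close to 0: *Kdm5d* (0.07) and *Eif2s3y* (0.11) with library totals, and *Eif2s3y* (0.02) on restored counts, none called between fractions. The overlap with the authors' deposited table, 1385 of 1385 genes that passed the filter, was already complete, so its values under alternatives show no stability.

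Depth limited the comparison of genes with few counts in whole spleen, such as *Kcna1*, whose fold change is a lower bound.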

Other observations

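In this part, the tests by other splits of the samples, by GC content and length, by endothelial RNA per sample and by the authors' TPM were set before their results were seen, and all other tests were chosen only after the result was seen.

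Other splits of the samples were used to ask how often as many genes are called. For the fraction comparison, only splits that part all 8 same-numbered pairs were used, and they differ from the real one in the numbers whose labels are exchanged. Of 100 such splits drawn from 128, 1 gave as many genes, the real one. The next gave 7843 genes and had 1 number exchanged, and the median of the others was 0. For sex in the size-selected samples, 1 of the 35 splits of the 8 samples gave as many genes, again the real one. For sex in whole spleen 2 of the 35 splits gave as many. The other one, with numbers 407, 408, 436 and 460 against the rest, gave 55 genes, and the median of the others was 0. Those 4 numbers had the lowest erythroid scores in whole spleen, 3.57 to 6.56 against 8.15 to 9.02, and the lowest neutrophil scores, 5.32 to 6.07 against 6.75 to 7.32. That split therefore differs in these scores, and the number of 26 calls alone does not set sex apart from it. *Xist*, *Tsix* and the chromosome Y genes among the 26 had 0 counts in all samples of the other sex. All 35 splits gave as many interaction genes as the real one, which gave 0 (744 genes at an unadjusted p under 0.05), so this count could not have come out otherwise.

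Technical explanations of the fraction result were tested. Totals of deposited counts did not differ between fractions (exact permutation p = 0.3949). Restored counts gave larger size-selected totals, from 13779855 to 21699958, against 12153770 to 16282454 in whole spleen. The difference in restored totals was not tested. When the constants were divided out, 4.98% of the called genes lost their call or direction, close to the 5% that was taken as the limit. When trends over GC content and transcript length were removed in the fit with the replicate block, 19.6% of the 10076 genes called with the block lost their call or direction, close to the limit of 20%, and 271 were called in the opposite direction. These genes cannot be told apart from such a bias, while 8099 kept their call. In the fit without the block, 7883 of the 9855 called genes were kept with these trends removed. The other 1972 were not, which is just past the limit of 20%. Which side of the limit the result falls on therefore depends on the fit, and the test does not set this bias aside.

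Position in the table and cell type were tested as what defines the multiplied gene sets. The middle constant applied to the first 2000 rows of the table and no others, so position in the table describes its set. The high constant applied to all 8 genes of the smooth muscle list, against 13% of the 15296 genes with a mean of at least 10 counts (Fisher's exact test, adjusted p 4.40e-06 over 54 tests). It also applied to 6 of 12 fibroblast genes (adjusted p 0.0239). The low constant applied to 3 of 8 endothelial genes, against 2.4% of the background (Fisher's exact test, adjusted p 0.0124), and as often to 3 of 8 erythroid genes, as well as to 3 of 10 dissociation genes (adjusted p 0.0193). A candidate explanation for the high and low sets is a correction for RNA of other cell types, which no label or header mentions.

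If each constant removed an estimated share of such RNA, it would fall as that RNA rises across samples. The high constant correlated with the smooth muscle score of restored counts at r = -0.82 over the 8 size-selected samples (exact permutation p = 0.0148, adjusted p 0.0445 over 6 relations). Spearman's rho was -0.62 (exact permutation p = 0.115), and r was -0.44 without the 2 samples farthest from the median, so the relation rests on those samples. By r alone the relation passed. The requirement that rho pass too was added after r was seen, and with it the explanation is left open. The high constant correlated as closely with the endothelial score (r = -0.86, exact permutation p = 0.0065, adjusted p 0.039; rho -0.81, exact p = 0.0218; r = -0.61 without 2 samples). The low constant correlated with the endothelial score at r = -0.57 (exact permutation p = 0.138; rho -0.67, exact p = 0.0831; r = -0.47 without 2 samples), which did not pass. With 4 samples per sex, these relations could not be recomputed within a sex.

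Whether the values behind the authors' own table were multiplied was tested too. For the genes in the authors' deposited table with a mean TPM above 0 in both groups (507 multiplied and 1314 other genes), a fit of restored counts departed from the authors' log2 fold changes by 0.36 more in multiplied than in other genes, and a fit of deposited counts by 0.01. The ratio of the authors' mean TPM values did the opposite. It departed from the ratio of deposited counts by 0.19 more in multiplied genes, and from the ratio of restored counts by 0.00. The authors' fold changes are therefore consistent with multiplied counts, and their TPM values with counts that were not multiplied.

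The mean score of the glia list did not rise more than those of all other lists. The fibroblast score rose more than the glia score in 8 of 8 numbers (glia minus fibroblast -2.12 ± 1.01, SD, n = 8, exact sign-flip p = 0.00781, adjusted p 0.00911 over 14 lists). The smooth muscle score did too (-1.94 ± 1.28, 8 of 8 numbers). These are list means, and the log2 fold changes of single genes in the glia, fibroblast and smooth muscle lists overlapped. A gene with 0 counts was at -2.91 log2 CPM with the prior count of 2. The size-selected glia score was 3.52, against 7.27 for fibroblasts, so this floor leaves the glia score less room to rise. The gap therefore partly reflects how abundant the listed genes are, and does not by itself compare enrichment of the cells. The gap between glia and endothelial scores was within its spread (0.47 ± 0.93, SD, n = 8, exact sign-flip p = 0.227), as was that between glia and mesothelial scores (-0.69 ± 1.48, SD, n = 8, exact sign-flip p = 0.227). The gaps depended on the setting and were not tested again. With a prior count of 0.5 the glia, endothelial and mesothelial scores rose by 5.34, 4.05 and 6.15. With the median over genes they rose by 5.51, 4.07 and 5.25, so the order of glia and mesothelial scores changed with the setting. The fibroblast score rose by 6.94 and 6.73 under those settings. The size-selected fraction is consistent with a mixture of glia and other connective tissue and vessel cells, which is a hypothesis from the lists alone. The dissociation list rose by 2.33, which may come from handling during digestion. This cannot be told apart from a difference between the cells, since no other group was handled alike without size selection and the preparation of whole spleen is not described separately.

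The erythroid score varied widely between numbers, from 3.57 to 9.02 in whole spleen and from 2.56 to 7.67 in the size-selected samples, and followed the number. The scores of the 2 fractions correlated at r = 0.97 over the 8 numbers (exact permutation p = 9.92e-05, adjusted p 0.00149 over 15 lists; rho 0.93, exact p = 0.00223), and at 0.95 without the 2 numbers farthest from the median. This is consistent with the amount of red blood cell RNA differing between spleens in both fractions. It was not recomputed within a sex, which has 4 numbers. No other list passed after adjustment, the nearest being neutrophils (r = 0.81, adjusted p 0.0923).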
